A study of Mus musculus with 3 samples. Its data were reported in "SOX2 is required independently in both stem and differentiated cells for pituitary tumorigenesis in p27-null mice" (2021).

How the data were processed

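The samples were 3 droplet libraries of dissected and dissociated mouse ILs, 1 for each genotype, named here by their labels WT, P27NULL and S2CK. The study describes the animals pooled for WT as male and those pooled for P27NULL and S2CK as of both sexes. The authors made the libraries with a 10x Genomics Chromium Single Cell 3′ kit, sequenced them on a HiSeq4000 and counted UMIs per gene and cell with Cell Ranger on a transcriptome built from GRCm38. Their deposited tables hold raw UMI counts, genes by cell barcodes, with no normalization. According to the methods, cells with fewer than 50 genes or with over 10% mitochondrial content were removed. All deposited barcodes pass this filter, but the lowest values per cell are 213 genes and 502 UMIs in WT, 502 genes and 1005 UMIs in P27NULL and 517 genes and 1002 UMIs in S2CK. WT was therefore filtered more loosely, with 113 cells under 500 genes and 162 cells under 1000 UMIs. Rows also differ between tables, with 15527 genes in all 3 and 17775 in any. Gene symbols were matched to the RefSeq annotation of GRCm38.p6, where 16337 (91.9%) had an entry, and gene positions are from there. No column of the tables was left unused, and no cell type annotation by the authors was used.

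Each library was clustered alone. Counts were scaled to 10000 per cell and log-transformed, and 2000 variable genes and 20 principal components were used, as the methods describe. The use of 20 neighbours and Leiden clustering at resolution 1 was a choice made here (scanpy 1.11.5, igraph 0.11.9, Python 3.11.15). Cdkn1b, Sox2, Sox9, Pomc, Tbx19, the IEGs and the sex-linked genes were left out of clustering. Other reported genes, among them Ccnd2, Pax7, Pcsk2 and those of the other gene lists, were not left out. Their values are therefore not independent of the clusters. Clusters were named from marker lists, such as Pcsk2, Pax7, Oacyl, Megf11, Rbfox3, Drd2 and Esm1 for melanotrophs and Cyp2f2, Lcn2, Mia, Cpxm2, Rbpms and Ednrb for SCs. A name needed at least 3 detected markers, a mean relative marker level of at least 0.3, a lead of 0.1 over the next type and no more markers of another type than of its own among the 10 genes with the highest fold. These thresholds were set after the data were seen, and they left 2 clusters of P27NULL and 1 of S2CK without a name. Cell types other than SCs and melanotrophs were taken from clusters of all 3 libraries together. Doublets were kept. Scrublet marked 11 of 9661 cells, so few that the caller has not worked, and a second alternative left out the 268 cells with the highest scores, the number given by an assumed 0.8% doublets per 1000 barcodes in each table.

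Counts were summed per library and cell type. SC-like sums held 532221, 379355 and 659298 UMIs and melanotroph-like sums 6073612, 13668388 and 16920968 UMIs in WT, P27NULL and S2CK, so SC-like values carry the wider intervals. The log2 ratio of 2 sums was given an exact conditional interval. For gene lists, the median log2 ratio was taken over genes with at least 10 UMIs in the 2 libraries and a row in both tables, with a 95% range from 1000 Poisson redraws of the counts, and its percentile was found among 10000 random lists matched on mean expression in 20 bins. The lists were the 5 IEGs of the study, 17 other IEGs, ERK output genes, heat shock genes, ribosomal proteins, translation factors, clathrin and vesicle genes, prohormone processing genes, keratin and tubulin genes, and S-phase, G2/M and G1-S genes. Keratin and tubulin genes and G2/M genes share Tubb4b, and S-phase genes and G1-S regulators share Ccne2. With 1 library per genotype no test between genotypes was run, and no count of changed genes is given.

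The rule for genes named by size took the 5 largest increases and decreases per contrast among genes with at least 50 UMIs (SC-like) or 500 UMIs (melanotroph-like) in both libraries together. It also required the CPM in that cell type, in the higher library, to be at least that of all other cells of the library, which leaves out transcripts brought in mainly as free RNA (RNA from broken cells that enters droplets of other cells). For distances, the sums of the libraries were thinned to one total and the median absolute log2 ratio taken over genes at 20 CPM or more. Return toward WT used the 200 most reduced and 200 most raised genes.

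The steps were tested on simulated counts of the real genes and depths for P27NULL against WT with 200 changed genes. In melanotroph-like cells (5201 genes) changes of 1 on the log2 scale came back as 1.00 and -1.01 and intervals covered 95.1% of unchanged genes. Full return came back as 0.99 and -0.99, and no return as -0.00 and 0.01. In SC-like cells (6083 genes) changes came back as 0.96 and -1.11 and intervals covered 96.7%, but full return came back as only 0.25 and -0.12. The simulated counts were Poisson draws, as the intervals assume. Coverage near the nominal level was therefore set by construction and leaves out variation between cells and libraries. Return was simulated with changes of 1 and with as many genes chosen as were changed. It does not show how well smaller changes come back.

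The alternatives were filters of 500 genes or 1000 UMIs per cell, removal of doublets, joint clustering, Leiden resolution 2, the study's own markers for naming, trimmed mean of M-values (TMM) factors from edgeR 4.0.16 in R 4.3.3, a total without Pomc, mitochondrial and ribosomal protein genes, the mean over cells of the natural log of 1 plus UMIs per 10000, cells thinned to 1000 UMIs, subtraction of free RNA at the share estimated from Pomc UMIs in macrophage-like and endothelial-like cells, a list minimum of 50 UMIs, other gene numbers and CPM limits for distance and return, and cells of one sex. Cells with at least 1 Xist UMI and no Y-linked UMI were called female and cells without an Xist UMI male. Cells with both were left out of these comparisons. The filter of 1000 UMIs, the removal of the highest doublet scores and the split by sex were added after the data had been seen. The markers, gene lists, comparisons, rule for naming genes and remaining alternatives were chosen before the data were examined.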

Results

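Droplet transcriptomes were collected from cells of the intermediate lobe (IL) of the mouse pituitary, the thin layer between the anterior and posterior lobes. Its main endocrine cells are melanotrophs, which make the hormone precursor encoded by Pomc, and it also holds stem cells (SCs). There were 3 libraries, 1 per genotype, so every comparison below is between single libraries, has no replicate and was not tested. By their labels all 3 carried a tamoxifen-inducible Cre recombinase inserted at Sox9, a gene active in SCs, and WT had no loss of p27. P27NULL is labelled as lacking both copies of Cdkn1b, the gene of the cell cycle inhibitor p27. S2CK is labelled as lacking Cdkn1b as well, with 1 copy of Sox2 open to deletion by Cre. Mice were 3 months old. The labels place tamoxifen at 4 weeks of age, while the study's text places the induction of Cre at birth, and this difference could not be settled here. The comparisons ask what loss of p27 changes in SCs and melanotrophs, and which of these changes depend on the full dose of Sox2 in SCs.

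The count tables held 2020 barcodes and 8332285 unique molecular identifiers (UMIs, each the mark of 1 captured transcript) for WT, 4153 barcodes and 15588317 UMIs for the library labelled P27NULL, and 3488 barcodes and 19239147 UMIs for S2CK. Median UMIs per cell were 3642.5, 2740 and 4906.5 in the same order. Values are given as CPM, the usual library-size scaling of UMI counts, summed over the cells of 1 type, with exact 95% Poisson intervals, and shares with exact 95% binomial (Clopper-Pearson) intervals. These intervals cover counting error only, and not the variation between mice, dissections or libraries.

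Cdkn1b (GRCm38 chromosome 6, 134920401 to 134925525) was measured first, because it checks the labels. In melanotroph-like cells it stood at 33.8 CPM (29.3 to 38.7, 205 UMIs) in WT, 30.9 CPM (28.0 to 34.0, 422 UMIs) in the library labelled P27NULL and 16.8 CPM (14.9 to 18.9, 285 UMIs) in S2CK. In SC-like cells the values were 47.0 CPM (30.4 to 69.3), 50.1 CPM (30.2 to 78.2) and 24.3 CPM (13.9 to 39.4). Transcript counts of the targeted gene were therefore no lower in P27NULL than in WT beyond counting error, although its label names a null genotype. The library is called by its label throughout, and every direction drawn from it below carries this limit. Among the alternatives, thinning of all cells to equal depth moved the melanotroph log2 ratio of S2CK against P27NULL most, from -0.87 to -0.40.

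The libraries also differed in the sex of their cells. Xist (chromosome X, 103460373 to 103483233), which is transcribed from the inactive X chromosome of female cells, had no row in the WT table. It reached 151 CPM over all cells of the library labelled P27NULL and 976 CPM in S2CK. The 4 Y-linked genes Ddx3y, Eif2s3y, Uty and Kdm5d summed to 90.5 CPM in WT and 68.4 CPM in P27NULL, and had no row in the S2CK table. A gene without a row may have fallen under a minimum number of cells set by the authors. Xist UMIs were found in 93.9% of S2CK cells. In the library labelled P27NULL, 766 of 4153 cells (18.4%, 17.3 to 19.7%) had Xist and no Y-linked UMI and were called female, and 3370 cells without an Xist UMI were called male. A Y-linked UMI was present in 2.17% of its cells with Xist and in 22.4% of its cells without. WT was thus read as male, S2CK as female and P27NULL as a mixture, and S2CK could not be set against WT within a sex. For WT and P27NULL this matches the study's description of the pooled animals, but for S2CK it does not, since that pool is described as holding both sexes. Comparisons were repeated with male P27NULL cells against WT and S2CK against female P27NULL cells, an alternative chosen after these values were seen. Male calls in P27NULL include female cells whose Xist transcript was missed.

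**Figure D1:**
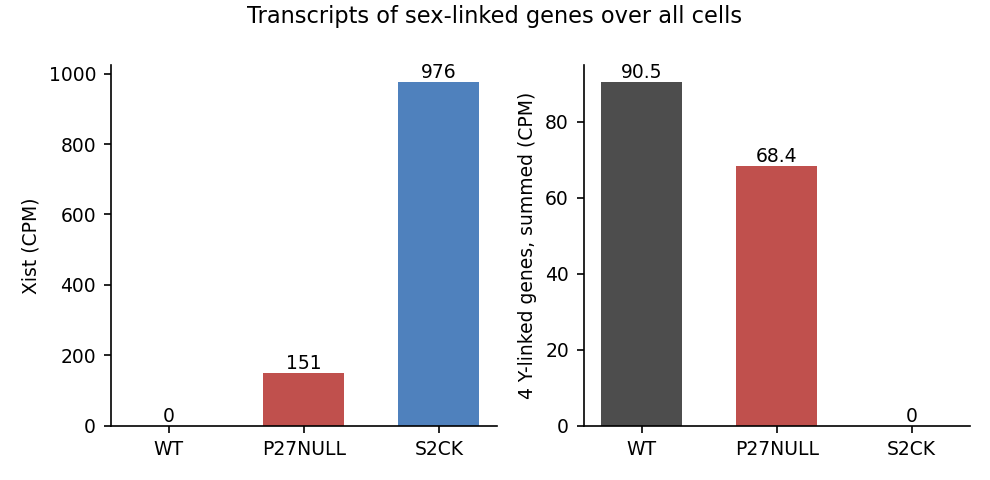
Bars give the CPM of Xist (left) and the summed CPM of 4 Y-linked genes (right) over all cells of each of the 3 libraries, 1 bar per library. Xist is at 0 in WT, 151 in the library labelled P27NULL and 976 in S2CK, and the Y-linked genes are at 90.5, 68.4 and 0. A value of 0 stands for genes without a row in that library.

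Each library was clustered without Cdkn1b, Sox2, Sox9, Pomc, Tbx19, the IEGs and the sex-linked genes. This gave 136 SC-like cells in WT, 105 in the library labelled P27NULL and 93 in S2CK. They made up 6.73% (5.68 to 7.91%), 2.53% (2.07 to 3.05%) and 2.67% (2.16 to 3.26%) of the cells. Melanotroph-like cells numbered 1271, 3533 and 2972, or 62.9% (60.8 to 65.0%), 85.1% (84.0 to 86.1%) and 85.2% (84.0 to 86.4%). Of SC-like and melanotroph-like cells together, SC-like cells made up 9.67%, 2.89% and 3.03%. Clustering the 3 libraries together moved the melanotroph-like share of WT most, to 55.1%. Clusters left without a name held 5.51% of P27NULL cells, 2.72% of S2CK cells and none of the WT cells. These shares describe the cells that were loaded and passed the filters, and melanotroph genes used for naming differed between libraries (Pcsk2 at 4278, 5710 and 2457 CPM and Pax7 at 182, 230 and 178 CPM in WT, P27NULL and S2CK), so no order between genotypes was read from them. One melanotroph-like cluster of WT with 34 cells was led by the interferon response genes Ifit1, Ifit3 and Isg15. It was not a feature of WT alone. Joint clustering gave a melanotroph-like cluster led by the same genes, with 38 cells of WT, 87 of P27NULL and 72 of S2CK.

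**Figure D2:**
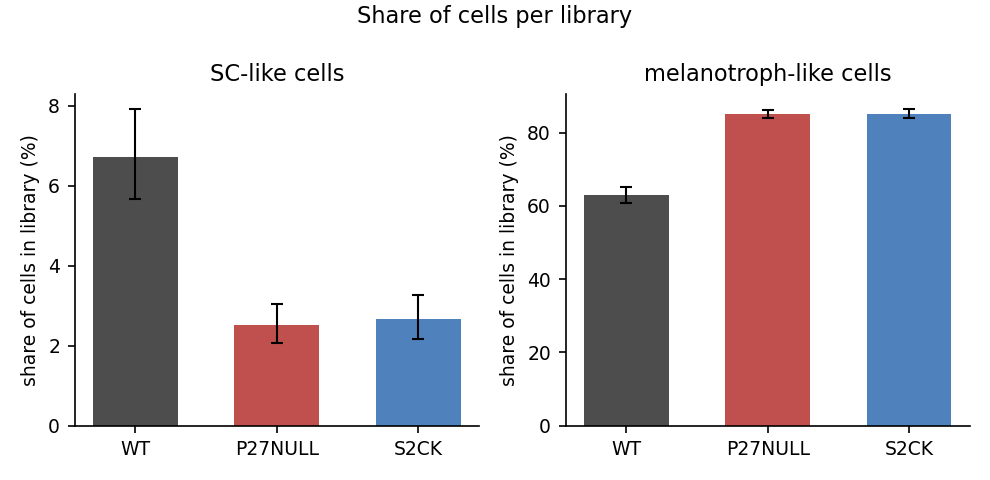
Bars give the share of all cells of a library, in percent, that were SC-like (left) or melanotroph-like (right), with exact binomial 95% intervals as error bars. SC-like shares are 6.73%, 2.53% and 2.67%, and melanotroph-like shares are 62.9%, 85.1% and 85.2%, in WT, the library labelled P27NULL and S2CK.

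Sox2 (chromosome 3, 34649995 to 34652461), which encodes a transcription factor of SCs, was expressed in SC-like cells at 282 CPM (239 to 331, 150 UMIs) in WT and 308 CPM (255 to 370, 117 UMIs) in the library labelled P27NULL. The log2 ratio of 0.13 between them lay within counting error, and it became -0.50 when cells were thinned to equal depth. In S2CK Sox2 stood at 130 CPM (104 to 161, 86 UMIs). The ratio of S2CK against P27NULL was -1.24, and against the 18 female SC-like cells of P27NULL it was -1.92. Sox9 (chromosome 11, 112782210 to 112787757) had overlapping intervals in the 3 libraries, at 80.8, 119 and 100.1 CPM, and its ratio of S2CK against P27NULL changed direction in cells of one sex, from -0.24 to 0.28. In melanotroph-like cells Sox2 stood at 46.6 CPM in WT, 41.0 CPM in P27NULL and 25.9 CPM in S2CK.

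Immediate early genes (IEGs) are switched on within minutes of a stimulus, among them growth factor signals that pass through the MAP kinase ERK, and also by tissue dissociation. The study drew attention to Ier2, Fos, Junb, Jun and Egr1 in SCs from these same libraries, so their values here are not independent evidence. In SC-like cells their median log2 ratio was 1.06 (0.93 to 1.18 on redrawing the counts) for P27NULL against WT, and all 5 genes were higher. Summed, they took 4701 CPM in WT and 9487 CPM in the library labelled P27NULL. For S2CK against P27NULL the median was -1.21 (-1.43 to -0.93), with all 5 genes lower and a sum of 4305 CPM. Among 10000 random lists matched on expression, these medians lay at percentiles 100 and 0.02, which describes these libraries only. S2CK against WT gave a median of 0.07 and a mean of -0.06, which differ in sign, at percentile 74.8. Ier2 (chromosome 8, 84661331 to 84662852) had the highest level, with 1757 CPM (1646 to 1873) in WT, 3669 CPM (3479 to 3867) in P27NULL and 1268 CPM (1184 to 1357) in S2CK. Fos (chromosome 12, 85473890 to 85477274) ran from 763 to 1959 and back to 737 CPM, and Egr1 (chromosome 18, 34861207 to 34864956) from 235 to 577 and 249 CPM. Jun (chromosome 4, 95049036 to 95052222) rose from 1013 to 1779 CPM and Junb (chromosome 8, 84976909 to 84978748) from 934 to 1503 CPM, with S2CK at 1063 and 987 CPM.

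Thinning to equal depth moved the median for P27NULL against WT most, to 1.51, and comparison within a sex moved that for S2CK against P27NULL most. Male P27NULL cells against WT gave 1.18, whereas S2CK against the 18 female SC-like cells of P27NULL gave -0.36 (-0.70 to -0.20). Those female cells were above WT by 0.38 (0.14 to 0.73). A second list of 17 other IEGs had 14 genes with enough counts in SC-like cells. Their median was 0.84 (0.63 to 1.04, percentile 100) for P27NULL against WT, -0.68 (-0.95 to -0.48) for S2CK against P27NULL and 0.27 for S2CK against WT. Against female P27NULL cells the S2CK median was -0.40 (-0.86 to -0.08), and those cells were above WT by 0.91 (0.33 to 1.16).

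In melanotroph-like cells of the same libraries the 5 IEGs moved the other way for P27NULL against WT, by -0.58 (-0.62 to -0.53), and in the same direction as in SC-like cells for S2CK against P27NULL, by -0.43. By sex, male P27NULL cells were below WT by a median of -0.83 (-0.88 to -0.78), while female cells were near WT at -0.03 (-0.09 to 0.09), and S2CK against female cells gave -0.96 (-1.01 to -0.90). The other cell types, named from the joint clusters, held few cells. The median for P27NULL against WT was 1.81 (1.53 to 2.10) in gonadotroph-like, 0.86 (0.15 to 1.46) in endothelial-like and 0.52 (0.21 to 0.76) in macrophage-like cells, -0.01 in connective-tissue-like cells and -0.41 (-0.82 to -0.02) in T- or NK-like cells. Heat shock genes, a second mark of handling stress, were at 0.04 (-0.12 to 0.17, 10 genes) in SC-like cells for P27NULL against WT and at -0.47 (-0.70 to -0.29, 11 genes) for S2CK against P27NULL. Within a sex, male P27NULL cells were at 0.06 against WT, and S2CK was at -0.06 (-0.39 to 0.39) against female P27NULL cells. Those female SC-like cells were at -0.78 (-1.28 to -0.31) against WT. In gonadotroph-like cells heat shock genes were at 0.37 (0.16 to 0.55) for P27NULL against WT. For S2CK against P27NULL they were lower in gonadotroph-like (-0.39), melanotroph-like (-0.33), macrophage-like (-0.48) and connective-tissue-like cells (-0.49). In endothelial-like (-0.01) and T- or NK-like cells (-0.03) the ranges included 0, as in melanotroph-like cells against female P27NULL cells (-0.10). Library-wide handling was not tested as a reason for the lower IEGs of S2CK, and it stays open. Of 10 genes that ERK activity raises over hours, 4 had enough counts in SC-like cells, and their median for P27NULL against WT was -0.30 (-1.12 to 0.35, percentile 17.1). For S2CK against P27NULL 6 of them gave 0.66 (-0.07 to 1.70). Both ranges include 0, so no change in this list could be read at this depth.

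**Figure D3:**
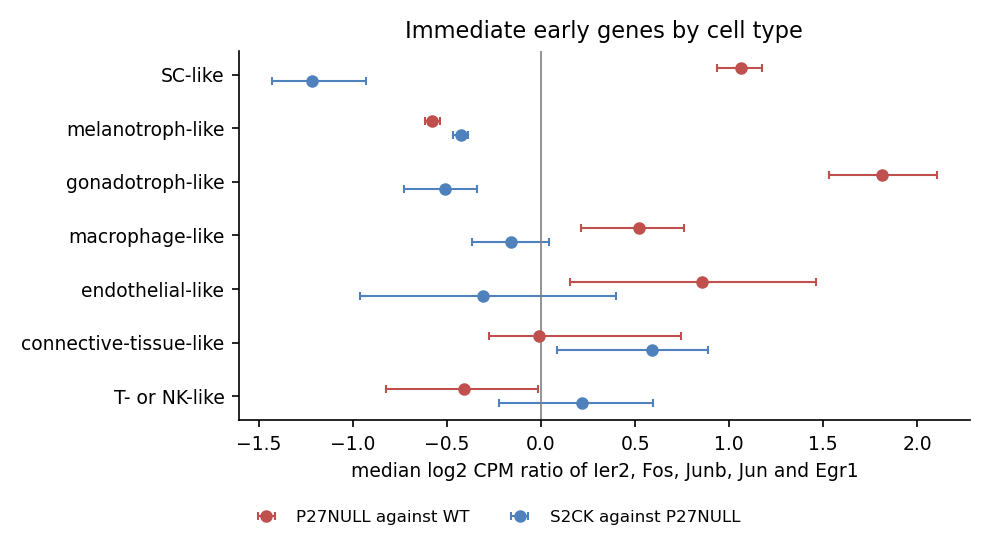
Points give the median log2 CPM ratio of Ier2, Fos, Junb, Jun and Egr1 by cell type for P27NULL against WT and S2CK against P27NULL, with 95% ranges from redrawn counts as error bars. P27NULL against WT is 1.06 in SC-like, 1.81 in gonadotroph-like and -0.58 in melanotroph-like cells, and the names are those of the library labels.

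Genes with the largest ratios in SC-like cells were named by the size rule given with the methods, over 2043 eligible genes for P27NULL against WT. The 5 largest increases were Atf3, Acta2, Igfbp7, Elobl and Id3, from 3.44 down to 2.36 on the log2 scale. Atf3 (chromosome 1, 191170296 to 191183333), itself in the second IEG list, had 85 UMIs in P27NULL and 11 in WT (log2 ratio 3.44, 2.53 to 4.49). The 5 largest decreases, Dynlt1f, Isg15, Arhgap10, Rnaseh2c and Commd1, ran from -1.60 to -1.32 and rested on 12 to 17 UMIs each in the library labelled P27NULL. For S2CK against P27NULL, 2133 genes were eligible. Msln (chromosome 17, 25748613 to 25754378) had 182 UMIs (276 CPM) in S2CK and no row in the P27NULL table, so no ratio is given. Ifit1, Spp1, Krt17 and C3 followed, with log2 ratios from 3.47 to 2.91 and 4 to 13 UMIs in P27NULL. Sfrp5, Gm26870, Ly6h and Cxxc4 were among the 5 largest decreases, with log2 ratios from -2.71 to -1.90. Elobl and Gm26870 have near-identical copies or repeats elsewhere in the genome between which reads can be split, so their values are uncertain.

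Among genes of melanotroph identity, Pomc (chromosome 12, 3954945 to 3960643) took 173413 CPM in WT, 133199 CPM in the library labelled P27NULL and 138873 CPM in S2CK. The log2 ratio was -0.38 for P27NULL against WT and 0.06 for S2CK against P27NULL. The latter changed direction between cells of one sex, where it was -0.23. Female P27NULL cells held 162330 CPM and male cells 125795 CPM. Thinning to equal depth moved the former most, to -0.23. Tbx19 (chromosome 1, 165137834 to 165160773), which encodes a transcription factor that drives Pomc, stood at 80.8 CPM (73.8 to 88.3), 73.4 CPM (68.9 to 78.1) and 62.5 CPM (58.8 to 66.3). Its ratios were -0.14 for P27NULL against WT, where the intervals overlapped, and -0.23 for S2CK against P27NULL.

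Scaling mattered for the gene lists in melanotroph-like cells. With TMM factors in place of total UMIs, every log2 ratio of S2CK against P27NULL shifted by 0.13, and the median of all genes went from -0.11 to 0.02. List medians are therefore set beside the median of random lists matched on expression, which shifts with them. For P27NULL against WT, the 84 cytoplasmic ribosomal protein genes had a median of -0.01 (-0.02 to 0.01) and a mean of 0.00, which differ in sign, against 0.00 for random lists. Clathrin and vesicle genes (40 genes) stood at 0.22 (0.15 to 0.26) against 0.06 (percentile 99.96). Translation factors were at 0.04 against 0.02, prohormone processing genes at 0.09 against 0.03, and keratin and tubulin genes at 0.13 against 0.04. S-phase genes were at 0.17 (0.03 to 0.29) against 0.12, G2/M genes at 0.06 against 0.11 and G1-S regulators at 0.23 (0.05 to 0.37) against 0.09. Under TMM scaling the translation factors (-0.05) and the G2/M genes changed sign, and prohormone processing genes came to -0.00051.

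For S2CK against P27NULL the ribosomal protein genes had a median of 0.34 (0.33 to 0.36) against 0.04 for random lists (percentile 100), and TMM scaling moved it most, to 0.47. The same list stood at 0.44 in SC-like cells and between 0.17 and 0.45 in the other cell types. Clathrin and vesicle genes were at -0.41 (-0.45 to -0.34) against -0.11, G2/M genes at -0.41 (-0.53 to -0.17) against -0.16 and G1-S regulators at -0.47 (-0.64 to -0.22) against -0.16. Against female P27NULL cells these 3 medians came to -0.15, -0.01 and -0.22, where random lists had -0.013, -0.05 and -0.04. S-phase genes, at -0.11 (-0.21 to 0.06) against -0.18, had a range that includes 0, were just above 0 under TMM scaling and came to 0.33 (0.17 to 0.49) against female P27NULL cells, where random lists had -0.08. Translation factors stood at 0.13 against 0.01. Prohormone processing genes were at -0.08 against -0.02, and at 0.05 under TMM scaling. Keratin and tubulin genes were at -0.02 against -0.08, and at 0.11 under TMM scaling. For S2CK against WT the ribosomal protein median was 0.36 (percentile 100), the translation factor median 0.18 (percentile 99.4) and the G2/M median -0.27 (percentile 0.80). The remaining lists lay at percentiles 5.61 (clathrin and vesicle, -0.12), 18.9 (prohormone processing, -0.06), 64.0 (keratin and tubulin, 0.02, mean -0.03), 99.1 (S-phase, 0.15) and 14.7 (G1-S, -0.15), with no match for sex.

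**Figure D4:**
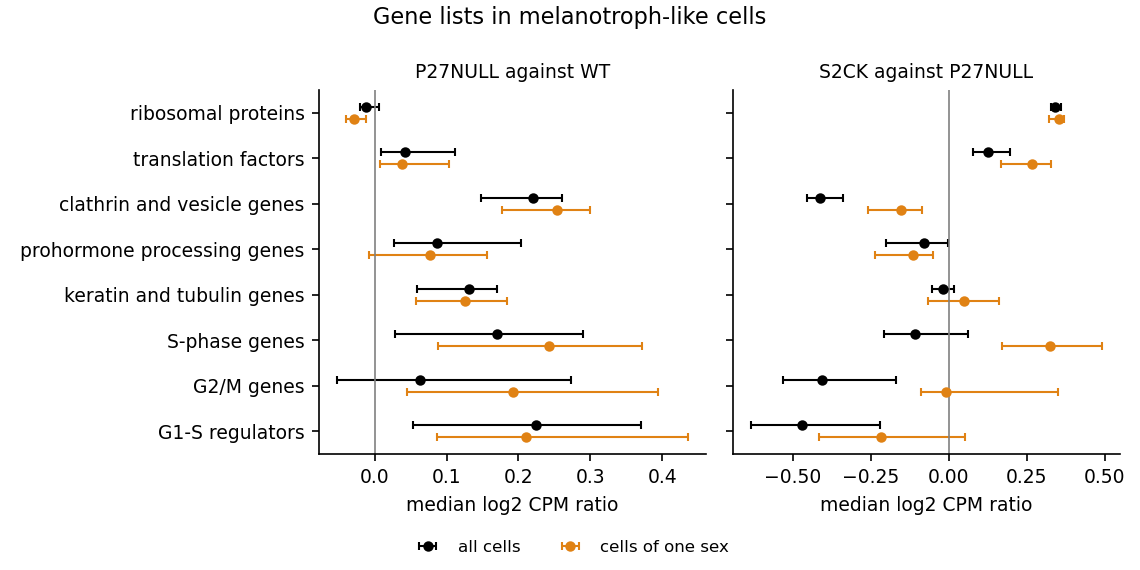
Points give the median log2 CPM ratio of 8 gene lists in melanotroph-like cells, in black for all cells and in orange for cells of one sex (male P27NULL cells against WT, S2CK against female P27NULL cells), with 95% ranges from redrawn counts. S-phase genes in S2CK against P27NULL lie at -0.11 for all cells and 0.33 for female cells, and under TMM scaling the sign changes for translation factors and G2/M genes (P27NULL against WT), for keratin and tubulin genes and S-phase genes (S2CK against P27NULL) and for prohormone processing genes (both contrasts).

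The distance between libraries was taken as the median absolute log2 ratio over 5198 genes after each sum of melanotroph-like cells was thinned to 2893477 UMIs. It was 0.176 between the library labelled P27NULL and WT, 0.269 between S2CK and P27NULL and 0.221 between S2CK and WT. Random splits of single libraries into equal parts gave 0.104 to 0.107. Restriction to genes at 100 CPM or more moved the P27NULL to WT distance most, to 0.133, where random splits gave 0.0517 to 0.0558. Within a sex the distances were 0.189 (male P27NULL cells to WT) and 0.264 (S2CK to female P27NULL cells). Female and male melanotroph-like cells of P27NULL were 0.174 apart. SC-like cells, thinned to 184510 UMIs, gave 0.436, 0.513 and 0.507 against 0.396 to 0.436 for random splits, so the distance between P27NULL and WT lay at the upper end of counting noise there.

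Return toward WT was measured in melanotroph-like cells on 200 genes in each direction, chosen on 1 random part of the P27NULL and WT cells and measured on the other part. Genes chosen as reduced had a median log2 ratio of -0.36 for P27NULL against WT and of 0.12 for S2CK against P27NULL, where all 5197 genes had -0.11. Genes chosen as raised had 0.54 and -0.42. Thus S2CK moved toward WT in both sets as measured over all cells. In cells of one sex the moves shrank to 0.03 for reduced and -0.13 for raised genes, against -0.00 for all genes. The 200 genes raised in male P27NULL cells, by 0.60, were above WT by 0.25 in female P27NULL cells, the sex of S2CK. The 200 genes reduced in male P27NULL cells, at -0.42 against WT, were at -0.29 in female P27NULL cells. In SC-like cells the genes chosen as reduced did not keep their direction in the other part (0.11). They did so with doublets left out (-0.26 without Scrublet doublets, -0.22 without the highest scores). Genes chosen as raised kept theirs (0.31) and had -0.33 for S2CK against P27NULL, where all 6029 genes had -0.11. Simulated data with full return recovered little of it at this depth (0.25 and -0.12 for a true change of 1), so no return was read in SC-like cells.

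Over 2353 eligible genes in melanotroph-like cells, the largest increases in P27NULL against WT were Gm10800, Spink10, A830009L08Rik, Cxcl14 and Gm26917, from 4.63 to 1.46 on the log2 scale. Gm10800 is a repeat-like gene without a position in the annotation used here, and its value is uncertain. Hbb-bs (chromosome 7, 103826523 to 103827928), a haemoglobin gene of red blood cells, had the largest decrease, -7.18, but stood at 0.70 among cells with at least 500 genes and at 0.62 under joint clustering. Ccnd2 (chromosome 6, 127125162 to 127152188), the gene of cyclin D2, was next at -1.98 (-2.07 to -1.89), from 441 to 112 CPM. In male P27NULL cells it was at 39.2 CPM and in female cells at 379 CPM, so that the ratio of male cells against WT was -3.49. Gem, Cpne7 and Dusp1 followed at -1.64, -1.57 and -1.43. For S2CK against P27NULL (3245 eligible genes), Gm35082 (chromosome 7, 100675007 to 100678142) had 885 UMIs in S2CK and no row in the P27NULL table. Xist was higher by 2.75, and by 0.53 against female P27NULL cells, and Rpl36a-ps1, Gm9493 and Slc27a2 by 1.83, 1.51 and 1.36. Rpl36a-ps1 and Gm9493 resemble ribosomal protein genes and are uncertain. Gm10800 had the largest decrease, at -5.87, followed by Snhg9 (-2.40), Spink10 (-2.37), A830009L08Rik (-2.02) and Gm34552 (-1.93).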

Values the study reported

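For SCs, the study reported 137 cells from Sox9iresCreERT2/+ ILs, 104 from those that also lacked p27 and 82 from those that in addition had a Sox2 copy open to deletion. For melanotrophs it gave 1,272, 3,561 and 3,006 cells of these genotypes. It counted 36 differentially expressed genes between the SC subcluster richest in cells without p27 and the remaining subclusters, and named 5 IEGs among those raised. Between melanotroph clusters it counted 597 differentially expressed genes, of which 573 were lower in the cluster of cells without p27.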

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

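The tests of sex calls, free RNA, handling limited to some cell types, male against female cells and the Cdkn1b transcript were chosen only after the results were seen, and the tests of whole-library handling and ERK output were chosen before. The effect of the sex mix on distances was to be tested from the start, but the split of cells used for it was chosen after the sex-linked genes were seen. The differences between cell types and sexes given here were not tested, since each genotype is 1 library.

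Transcripts of sex-linked genes, which no comparison of the design uses, drew attention first. Xist stood at 151 CPM over all cells of the library labelled P27NULL and at 976 CPM in S2CK, with no row in WT. The 4 Y-linked genes stood at 90.5 CPM in WT and 68.4 CPM in P27NULL, with no row in S2CK. The libraries thus differ in sex as well as in genotype. The study describes the pool of S2CK as of both sexes, which the lack of Y-linked UMIs does not bear out. A mixed sample of male and female animals may account for the values in P27NULL, where only 17 cells had both Xist and Y-linked UMIs. Whether this mix explains the difference between libraries was tested by distance: S2CK lay at 98.2% of its distance from all P27NULL cells when set against female P27NULL cells alone, so the sex mix is excluded as the main reason for that distance. For single lists this need not hold, and S2CK and WT have no sex in common.

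The 5 IEGs rose in SC-like cells and fell in melanotroph-like cells of the library labelled P27NULL against WT, so that the medians were 1.64 apart on the log2 scale. The 17 other IEGs differed by 1.197 in the same contrast and by 1.0001 for S2CK against WT. The melanotroph-like median was -0.58, with neither sex raised (-0.83 in male cells, -0.03 with a range of -0.09 to 0.09 in female cells). This argues against handling that raises the 5 genes alike in all cell types. It cannot exclude whole-library handling that a separate decrease in melanotroph-like cells offsets. Free RNA from melanotrophs is excluded, since the 5 genes summed to 2814 CPM over the library and 9487 CPM in SC-like cells. A handling response limited to some cell types stays open, because gonadotroph-like cells rose by 1.81. Higher ERK activity in SC-like cells of this genotype, the biological explanation that the study names, is also open in these transcripts. The ERK output list lay at percentile 17.1, but on 4 genes. The study has other evidence for it. Its immunohistochemistry showed more phosphorylated ERK in SCs lacking p27 than in control samples or samples with Sox2 deletion in SCs. It also described the MAP kinase pathway as activated in its bulk RNA data. Neither was examined here. A difference between male and female cells may contribute, as the 18 female SC-like cells were above WT by 0.38, and male cells by 1.18. The 17 other IEGs show no such difference, with female cells above WT by 0.91, male cells by 0.83 and female against male cells at 0.15 (-0.45 to 0.40). The explanations left open cannot be told apart with 1 library per genotype.

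Between the sexes, 4 lists in melanotroph-like cells moved in opposite directions in male and female P27NULL cells against WT, with neither range including 0. The male minus female difference was 0.53 for heat shock genes, -0.061 for ribosomal protein genes, 0.39 for S-phase genes and 0.49 for G2/M genes. Opposite signs with a range that includes 0 in female cells were also seen for the 17 other IEGs (-0.72 in male and 0.22 in female cells), keratin and tubulin genes (0.13 and -0.02) and G1-S regulators (0.21 and -0.02). Relative to random lists, keratin and tubulin genes had the same sign in both sexes (0.060 and 0.018). Ribosomal protein, S-phase and G2/M genes and G1-S regulators kept opposite signs there. The male G2/M median was 0.19 against 0.13 for random lists (percentile 71.4). For S2CK, S-phase genes differed by -0.55 between the comparisons with male and with female P27NULL cells. Depth is a technical candidate explanation for a split by detected transcripts, since cells with more UMIs are more often called female. It is excluded for the distance between the sexes as a whole: female cells lay 0.191 from male cells with a Y-linked UMI, which are as deep, against 0.108 for random splits, 0.135 between WT cells with and without a Y-linked UMI and 0.143 between S2CK cells above and under their median of Xist UMIs. Female cells were set against WT, a male library, so sex, litter and dissection remain open and untested for these lists.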

How the results depend on the processing

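The tests with cells of one sex, with at least 1000 UMIs per cell and without the highest doublet scores were chosen only after the results were seen. Of 30 results that answer a comparison, 27 kept their sign under all alternatives on their own scale (the mean of the natural log is given apart), and of 99 others 84 did. The 3 that changed sign are Sox2 in SC-like cells for P27NULL against WT, and Pomc and S-phase genes in melanotroph-like cells for S2CK against P27NULL. The 30 include shares of cells, numbers of cells retained and distances, which are positive by construction and could not change sign. For these, a kept sign is no evidence of stability. A reversal is counted below only where the main value lay beyond counting error from 0, or for return toward WT. Sign changes of main values near 0 are therefore not among them. The alternative value of a counted reversal can itself lie near 0, as for Pomc at -6.4e-06 with cells thinned to equal depth. Of the values for the 30 results, 226 stayed within counting error, 55 moved beyond it and 4 reversed. For the others the numbers are 1108, 113 and 13. No paired analysis was possible because each genotype is 1 library and no label links the animals. The study's markers, a list minimum of 50 UMIs and leaving out sex-linked, mitochondrial, ribosomal protein and haemoglobin genes changed none of the results they were run on. Unless stated, the cause was not tested.

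With cells thinned to equal depth, Sox2 in SC-like cells (P27NULL against WT) came to -0.50, the 5 IEGs to 1.51, Cdkn1b in melanotroph-like cells (S2CK against P27NULL) to -0.40, Pomc to -0.23 (P27NULL against WT) and -6.4e-06 (S2CK against P27NULL, a change of direction), ribosomal protein genes to -0.10 and 0.43, and G2/M genes for S2CK against WT to 0.068, which reversed. Thinning leaves out shallow cells and weights cells equally.

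In cells of one sex, S2CK against P27NULL gave -1.92 for Sox2 and -0.36 for the 5 IEGs in SC-like cells. In melanotroph-like cells it gave -1.12 for Cdkn1b, -0.23 for Pomc (reversed), -0.15 for clathrin and vesicle genes and 0.33 for S-phase genes. P27NULL against WT gave -0.46 for Pomc and -0.028 for ribosomal protein genes. Return toward WT came to 0.033 for reduced and -0.13 for raised genes.

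TMM scaling gave -0.47 and 0.19 for Pomc (P27NULL against WT, then S2CK against P27NULL), -0.10 and 0.47 for ribosomal protein genes, 0.13 and -0.28 for clathrin and vesicle genes, -0.10 for Tbx19 in S2CK against P27NULL, and 0.25 and -0.29 for return. Translation factors (-0.046, P27NULL against WT) and prohormone processing genes (-0.00051 and 0.051) reversed. A total without Pomc, mitochondrial and ribosomal protein genes gave -0.47 and 0.19 for Pomc, -0.11 and 0.47 for ribosomal protein genes, 0.13 and -0.29 for clathrin and vesicle genes, -0.11 for Tbx19, and reversed translation factors (-0.053) and prohormone processing genes (-0.0069 and 0.046). These follow by construction, since a new total shifts all genes of a contrast alike. The mean over cells of the natural log, read for direction alone, reversed Tbx19 (0.025) and prohormone processing genes (0.012) in S2CK against P27NULL and translation factors (-0.033) and S-phase genes (-0.0013) in P27NULL against WT.

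Joint clustering gave melanotroph-like shares of 55.1%, 80.9% and 83.7% in WT, P27NULL and S2CK, Pomc ratios of -0.40 and 0.049 and an Hbb-bs ratio of 0.62, which reversed. Leiden resolution 2 gave 65.1% in WT and 86.8% in S2CK, and -0.37 for Pomc. At least 500 genes per cell gave 65.8% in WT and reversed Hbb-bs to 0.70. At least 1000 UMIs gave 66.4% in WT and -0.39 for Pomc. Without Scrublet doublets the S2CK share was 86.4%, Pomc -0.37 and 0.056, return of reduced genes 0.085, and that in SC-like cells reversed to 0.063. Scrublet left out only 9 cells of WT and 1 each of P27NULL and S2CK. The cell removed cannot by itself account for the new S2CK share. Without the highest doublet scores the shares were 86.3% in P27NULL and 86.4% in S2CK, Pomc -0.39 and 0.069, and return of reduced genes in SC-like cells reversed to 0.13. Subtraction of free RNA gave 1.22 for the 5 IEGs and -0.37 and 0.057 for Pomc. Pomc has so many counts that small shifts pass counting error.

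Genes at 100 CPM or more gave a distance of 0.133 between P27NULL and WT, and 100 genes in place of 200 a return of 0.10 for reduced genes. Depth limits SC-like cells more than melanotroph-like cells. In SC-like cells Cdkn1b rests on 16 to 25 UMIs per library, only 4 of 10 ERK output genes could be used for P27NULL against WT, and return toward WT could not be resolved.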

Other observations

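The tests on clathrin and vesicle genes, Ccnd2 and Cdkn1b were chosen only after the results were seen, and the tests on differences across cell types, ribosomal protein genes and Pomc in SC-like cells were chosen before.

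Cdkn1b was not lower in the library labelled P27NULL than in WT. Wild-type cells of one sex mixed into the library are excluded as the reason, since male melanotroph-like cells held 29.4 CPM and female cells 36.6 CPM, both near the 33.8 CPM of WT. Transcript left by the null allele and counted at the 3′ end may explain it, but S2CK, labelled with the same loss, stood at 16.8 CPM, which is neither near 0 nor at the level of P27NULL. A null allele that is still transcribed and a wrong label cannot be told apart here. The lack of Y-linked rows in S2CK, against the study's description of its pool, leaves the labels open as well.

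Ribosomal protein genes were higher in S2CK than in P27NULL in every cell type examined, with a median of 0.38 over the other types against 0.34 in melanotroph-like cells. This is consistent with a library-wide difference in capture or sequencing of short abundant transcripts, and no change of translation in melanotrophs is needed for it. Across genes, log2 ratios of S2CK against P27NULL in melanotroph-like and macrophage-like cells had a Pearson r of 0.458 over 941 genes, between the limits set for and against a library-wide difference, so it stays open. Genes are not independent replicates.

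Clathrin and vesicle genes were lower in S2CK by a median of -0.41 against all P27NULL cells and -0.15 against female P27NULL cells. Relative to random lists the values are -0.30 and -0.14, and the counting range against female cells (-0.26 to -0.09) is wide. A difference in the sex mix may therefore explain part of the decrease, and how much is not settled. A library-wide difference stays open as well, with a median of -0.27 over the other cell types, which ranged from -0.73 to 0.06.

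Ccnd2 in melanotroph-like cells stood at 379 CPM in female and 39.2 CPM in male cells of the library labelled P27NULL, and it was picked out after its values were seen. Depth of the cells selected is excluded, since male cells with a Y-linked UMI held 26.4 CPM. Sex stays open. The level did not follow sex across libraries, with 15.9 CPM in the female library S2CK and 441 CPM in the male library WT, but these differ in genotype and do not exclude an effect of sex within P27NULL. Animals of this pool may also differ in more than sex.

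Pomc UMIs in SC-like cells were 3.599 times the mean of macrophage-like and endothelial-like cells in WT, 0.851 times in P27NULL and 0.947 times in S2CK. The ratio rests on the types chosen for it. In WT, SC-like cells held 25982 CPM, below T- or NK-like cells (60339 CPM) and connective-tissue-like cells (40079 CPM) and above macrophage-like (10233 CPM) and endothelial-like cells (4204 CPM). The level in SC-like cells thus lies within that of other cells in which free RNA from melanotrophs is a candidate source, and no excess beyond it was shown.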
